A study of Mus musculus with 4 samples. Its data were reported in "Regions outside the DNA-binding domain are critical for proper in vivo specificity of an archetypal zinc finger transcription factor" (2013).

How the data were processed

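Gene expression was measured in mouse embryonic fibroblasts (MEFs) that lacked the transcription factor KLF3 (Klf3 knockout) and in a clonal line made from the same cells by stable retroviral expression of V5-tagged Klf3 (Klf3 rescue). There were 2 groups of 2 arrays each, 4 arrays in total, and group and replicate were taken from the sample titles. RNA was hybridized to Affymetrix Mouse Gene ST arrays, on which each probe set reads the whole length of a transcript. Per the methods of the study and the submitters' processing notes, the authors normalized the arrays with the robust multi-array average (RMA) in Partek, and the deposited values are RMA signals on the log2 scale. They were used as deposited, without further scaling. The replicates were not described as separate cultures, so the p-values measure only the spread between these arrays, which may be technical. One rescued line was measured, so the effects of KLF3 and of the choice of clone are not separated by the design. The number of arrays, not a read depth, limits the precision.

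The value table held 35556 rows. The platform annotation paired 21218 rows with exactly 1 gene, 1881 with several genes, and did not list the other 12457, which are unnamed here and may include control probe sets. A gene was named only from a row with 1 gene. Current symbols were looked up by gene identifier in a RefSeq table of assembly GRCm38.p6, which held 21185 of these rows and changed 0 symbols. That table was also used for which genes neighbour each other, and no coordinates were taken from it. For a gene with several probe sets, the one with the highest mean over the 4 arrays was used, which gave 18820 genes.

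The difference rescue minus knockout was fitted to every row with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior, group only, 2-sided), and p-values were adjusted by the Benjamini-Hochberg method over all rows. A probe set was called at an adjusted p under 0.05. Errors of differences are the moderated standard errors (SE) of limma, and errors of levels are standard deviations (SD). The study's own rule, a one-way analysis of variance at a p under 0.05 with a change of more than 2-fold, was applied to the same values with the p left unadjusted, a reading that the text of the study does not state, and is called the methods' t-test, because it is the equal-variance test of 2 groups. The study's methods also name a false discovery rate of 0.2. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

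Gene lists were tested with the limma function camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 35 lists that had at least 3 measured genes. Camera with an estimated correlation and fry, which asks whether the genes of a list move one way without comparing them with other genes, were run beside it. The limma p-values of single genes were also adjusted within each list alone, with no correction across the lists. This is a weaker limit than the adjustment over all rows. The lists covered the KLF and SP family, known KLF3 targets, the CtBP corepressor complex, the promoter-bound repressed and activated lists of the study, AP-1 factors, TEAD-YAP targets, adipogenesis, cholesterol synthesis and uptake, collagens, other extracellular matrix, matrix proteases, contractile genes, G1/S, G2/M, p53 targets, cell cycle inhibitors, interferon-stimulated genes, cytokines and chemokines, Hox genes, TGF-beta targets, hypoxia and glycolysis, NRF2 and oxidative stress, the unfolded protein response, oxidative phosphorylation, ribosomal proteins, sex-linked genes, and markers of erythroid, macrophage and blood, endothelial, epithelial, neural and glial, skeletal muscle, mesothelial and fibroblast cells. Of the 770 list entries, 65 symbols had no probe set of their own. Lists, tests and alternatives were fixed before the data were examined, except where stated, but a supplementary table made by the study from the same arrays had been read in part by then. From it came only the symbols of the promoter-bound lists.

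The genes named were Klf3, the known KLF3 targets, called members of the KLF and SP family, Stard4, Pqlc3 and Mgst3, the 15 genes with the largest called difference in each direction, and in each list up to 4 called members with the smallest adjusted p or, with none called, the 2 members with the largest absolute difference, except that no sex-linked gene is named. Any other gene named was chosen after its values were seen.

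The fit was tested on simulated data with the means and fitted spread of the 35556 probe sets, 10 runs in all. For this comparison limma recovered 6.05% of 661 simulated differences of 1 on the log2 scale, 84.6% of 681 differences of 2 and 94.8% of 658 differences of 3, while 6.78% of its calls were false. The methods' t-test with Benjamini-Hochberg adjustment recovered 0 of them. Camera called 100% of 40 shifted lists (25 genes, 0.6 up) and 1 of the 360 unshifted lists. Only means and spread were taken from the data, so these rates are not shown to hold for lists of correlated genes. In the data the estimated correlation was 0.21 and 0.35 for the promoter-bound repressed and activated lists and 0.17 for p53 targets. It was -0.23 for the known KLF3 targets, -0.01 for Hox genes and 0.02 for the NRF2 list. The alternatives were an intensity trend or a robust prior in limma, median centring or cyclic loess of the arrays, a filter on dim probe sets (mean under the median of all rows), rows with 1 gene, array weights, the replicate number as a block, other thresholds, the mean of the probe sets of a gene, and leaving out each of the 4 arrays in turn, in which case the lone array was assumed to vary like the other group.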

Results

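Gene expression in Klf3 knockout mouse embryonic fibroblasts (MEFs) was compared with that in the same line rescued with Klf3-V5, to ask which transcripts change when KLF3 is put back. KLF3 is a zinc finger factor that represses genes through the corepressor CtBP. Each group had 2 arrays, and the signal of 35556 probe sets was given on the log2 scale. The median signal of an array lay between 7.10 and 7.21. The 2 rescue arrays were more than 2-fold apart at 280 probe sets and the 2 knockout arrays at 664, whereas knockout and rescue arrays were that far apart at 710 to 1830.

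The known targets of KLF3 fell on rescue, whereas the difference of the Klf3 signal itself passed when adjusted over the KLF and SP list alone and not over all rows. Lgals3, which encodes the lectin galectin-3, fell 5.12-fold (log2 difference -2.36, SE 0.12, adjusted p = 0.0104). Klf8, a repressor gene of the same family, fell 4.86-fold (-2.28, SE 0.20, adjusted p = 0.0231). The Klf8 signal in the rescue, 6.79, is not shown to be above background, so that fold holds for the signals only. The secreted factor gene C1qtnf12 (formerly Fam132a) fell 2.93-fold (-1.55, SE 0.15, adjusted p = 0.0273). All 3 measured targets were thus called lower, also when adjusted over the list alone (adjusted p = 4.0e-07 for the list by camera). For this list adjusted p = 0.37 with an estimated correlation. The main Klf3 probe set read 10.58 ± 0.11 in the knockout and 11.19 ± 0.24 in the rescue (SD, n = 2), a log2 difference of 0.62 (SE 0.16, adjusted p = 0.19 over all rows and adjusted p = 0.0412 over the KLF and SP list alone). By the methods' t-test the unadjusted p of this probe set was 0.080. A dimmer Klf3 probe set read 7.97 and 7.88, a difference of -0.09 (SE 0.12, adjusted p = 0.87). The positions of these probes relative to the targeted part of Klf3 and to the retroviral insert were not used here, so neither probe set checks the genotype labels.

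**Figure D1:**
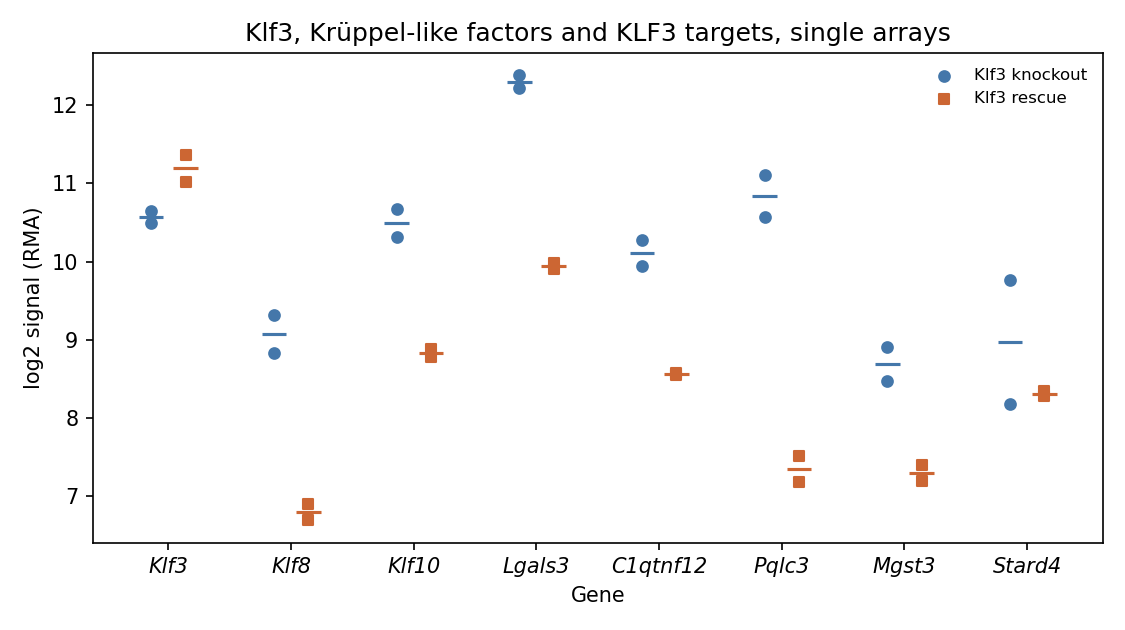
RMA signal on the log2 scale (vertical axis) of Klf3, Klf8, Klf10, Lgals3, C1qtnf12, Pqlc3, Mgst3 and Stard4 in each knockout array (circles) and each rescue array (squares), with lines at the group means of 2 arrays. The known targets Klf8, Lgals3 and C1qtnf12 were lower in both rescue arrays, and the 2 knockout arrays lay far apart for Stard4.

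Within the KLF and SP family, Klf8 and Klf10 fell on rescue, and no member was called higher over all rows. Klf10, a gene induced by TGF-beta, fell 3.17-fold (log2 difference -1.66, SE 0.16, adjusted p = 0.0273). The other 23 of the 25 measured members did not pass the test over all rows. When adjusted over the list alone, 4 were higher (Klf2, Klf3, Klf4 and Klf15) and 4 lower (Klf5, Klf8, Klf10 and Klf13), with differences of 0.53 to 0.66 for the former and of -0.61 and -0.51 for Klf5 and Klf13. The family as a list was not called (median difference 0.03, adjusted p = 0.95 by camera). Of the 16 measured genes of the CtBP corepressor complex, Rcor3, which encodes a corepressor of REST, fell by 0.91 on the log2 scale (SE 0.11, adjusted p = 0.0469), and 2 were lower when adjusted over the list alone. That list was not called (median 0.0050, adjusted p = 0.88 by camera). Cyclic loess ended the call of Rcor3 with the difference still at -0.91 (SE 0.11, adjusted p = 0.063).

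Across the transcriptome, similar numbers of transcripts were lower and higher on rescue. Limma called 368 probe sets, of which 169 were lower and 199 higher in the rescue, and these corresponded to 147 and 145 genes. The size of the called differences had a median of 1.52 (lower) and 1.44 (higher) on the log2 scale, and 346 of the 368 exceeded 2-fold. The count rested on which rows were tested and on all 4 arrays: 1205 probe sets were called when only rows with 1 gene were tested, and over all rows 0 when any single array was left out, although 2637 to 7583 then had an unadjusted p under 0.05 in limma. Among rows with 1 gene, 2222 were called without knockout replicate 1, 615 without knockout replicate 2, 186 without rescue replicate 1 and 215 without rescue replicate 2. Cyclic loess of the arrays left 228 calls, and the methods' t-test with Benjamini-Hochberg adjustment left 0, with 3497 at an unadjusted p under 0.05.

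**Figure D2:**
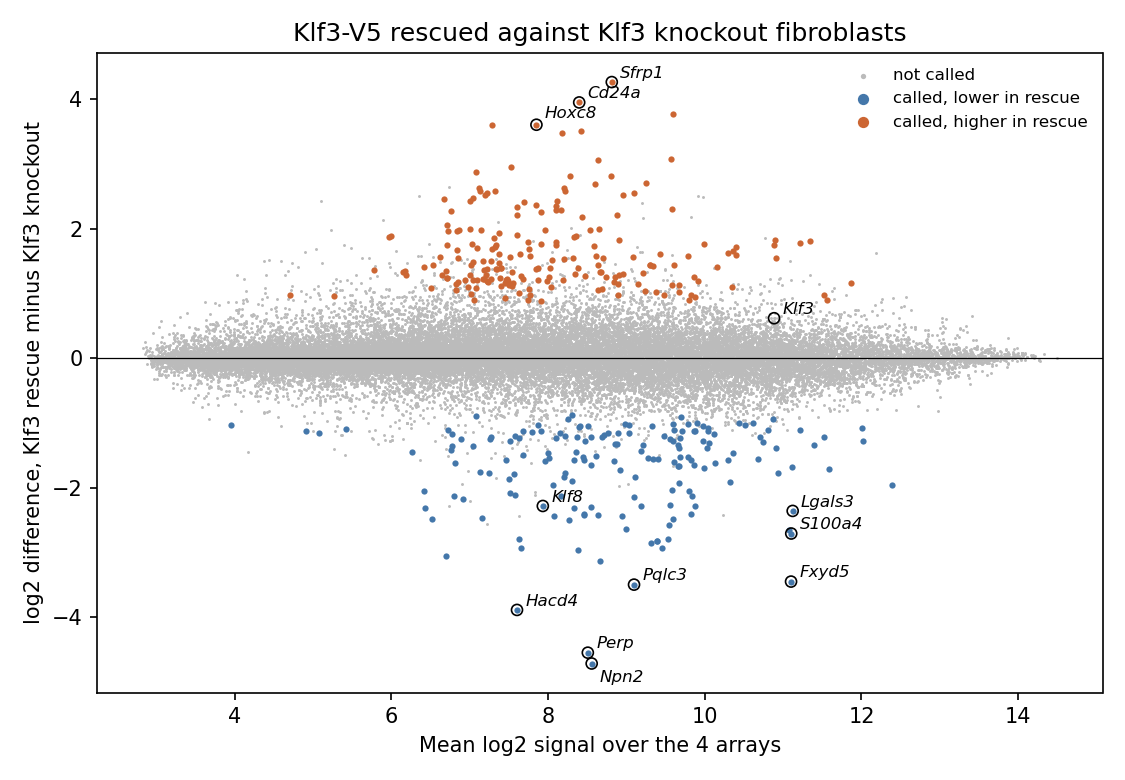
The log2 difference between Klf3 rescue and Klf3 knockout (vertical axis) against the mean log2 signal over the 4 arrays (horizontal axis) for all probe sets, with the 169 called lower in blue and the 199 called higher in orange; ringed points are the genes named beside them. Differences of called probe sets reached -4.71 (Npn2) and 4.26 (Sfrp1), and Klf3 lay at 0.62 without being called.

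The largest decrease of signal on rescue was that of Npn2, from 10.91 ± 0.18 to 6.20 ± 0.69 (SD, n = 2), or 26.2-fold (adjusted p = 0.0141). Perp, a p53 target that encodes a desmosomal membrane protein, fell 23.3-fold (log2 difference -4.54, SE 0.18, adjusted p = 0.0064). Hacd4, an enzyme of very long chain fatty acid synthesis, fell 14.8-fold, Pqlc3, a multi-pass membrane protein gene, 11.3-fold, and Fxyd5, a regulator of the sodium pump, 10.9-fold. Rasgrp3 (8.73-fold), Taf9b (8.26-fold), the cytokine gene Il24 (7.78-fold), the palmitoyltransferase gene Zdhhc2 (7.65-fold) and the sarcoglycan gene Sgcd (7.64-fold) followed. The remaining genes among the 15 largest decreases were mesothelin (Msln, 6.95-fold), the chemokine Cxcl5 (6.93-fold), the calcium-binding protein gene S100a4 (6.52-fold), the matrix protein gene Efemp1 (6.29-fold) and the Kit ligand Kitl (6.23-fold), and adjusted p for all 15 was at most 0.0461. No detection values were used here, and in 8 of these 15 genes, Npn2, Perp and Hacd4 among them, as in 11 of the 15 with the largest increase below, the dimmer group read under 7.21, the highest median level of the 7 lists of markers of other cell types, a limit chosen after the data were seen. That level is not shown to be above background, so the folds of these genes, and their order, hold for the signals only. The same holds for other genes with a group under that level, such as Klf8. Cyclic loess ended the calls of Taf9b, Cxcl5 and Kitl, with log2 differences of -3.05 (SE 0.37), -2.79 (SE 0.31) and -2.64 (SE 0.33) before and of -3.08 (SE 0.38), -2.83 (SE 0.33) and -2.65 (SE 0.33) after (adjusted p of 0.061 to 0.068).

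The largest increase of signal was that of Sfrp1, from 6.68 ± 0.20 to 10.94 ± 0.09 (SD, n = 2), or 19.2-fold (adjusted p = 0.0064). Sfrp2, which like Sfrp1 encodes a secreted antagonist of Wnt signalling, rose 11.3-fold. Cd24a, which encodes a surface glycoprotein, rose 15.4-fold. Among genes of transcription factors, Hoxc6 and Hoxc8 rose 12.1-fold each, Sim2 11.1-fold and Gata4 6.48-fold. The actin regulator gene Enah (8.42-fold), Septin3 (8.35-fold), the phosphodiesterase gene Pde3b (7.70-fold), Tbc1d9 (7.03-fold), the matrix protein gene Npnt (7.01-fold), Cnih2 (6.49-fold), the pseudogene Olfr1372-ps1 (6.18-fold) and the transporter gene Slc6a17 (6.17-fold) made up the rest of the 15, with adjusted p of at most 0.0338. A second probe set of Tbc1d9 differed by 0.0095 (SE 0.14, adjusted p = 0.99), and cyclic loess ended the call of Olfr1372-ps1, whose log2 difference was 2.63 (SE 0.28) before and 2.59 (SE 0.31, adjusted p = 0.065) after. Of the 47 called named genes that could be placed on a chromosome among expressed genes, 14 lay in stretches of 50 neighbouring genes whose median was shifted: Adamts4, Cd24a, Enah, Igfbp5, Igsf9, Lgals3, Npnt, Perp, Rcor3, S100a4, Sfrp2, Slc6a17, Slc7a11 and Zmat3. Of these, 6 (Cd24a, Enah, Igfbp5, Npnt, Sfrp2 and Slc6a17) rose in stretches that were lower on rescue. Among all 63 called genes in shifted stretches, named or not, 49 followed the direction of their stretch. The shifts reached at most 0.58 on the log2 scale, and the differences of the 14 named genes were at least 0.91.

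Genes of the study's promoter-bound repressed and activated lists were lower and higher on rescue, which is not independent evidence of direction because the lists were chosen on these arrays. The repressed list held 60 distinct symbols, of which 56 were measured. The count of the study given below is higher because its list gives some genes on several rows, 1 for each peak. Of these 56 genes, 42 were called lower, among them Efemp1, Lgals3, Pqlc3 and Zdhhc2, and all 56 when adjusted over the list alone (median difference -1.34). Of the 18 measured genes of the activated list, 12 were called higher, among them Hoxc13 (log2 difference 2.52, SE 0.15), Hoxa5 (1.98, SE 0.14), Igsf9 (1.87, SE 0.14) and Galnt18 (1.77, SE 0.12), and all 18 when adjusted over the list alone (median 1.37). Of the members placed among expressed genes, 20 of 55 repressed and 6 of 14 activated genes lay in the shifted stretches of neighbouring genes, against 15.4% of all placed genes, and the median of the measured members elsewhere was -1.43 and 1.29. Camera gave adjusted p of 3.4e-66 and 2.0e-28, and with an estimated correlation adjusted p = 0.37 for the repressed list and adjusted p = 0.38 for the activated list. Mgst3, a glutathione transferase gene of the repressed list, differed by -1.40 (SE 0.19, adjusted p = 0.056) and was not called over all rows, whereas it was among rows with 1 gene. Stard4, a sterol carrier gene, differed by -0.66 (SE 0.51, adjusted p = 0.70), with an SD of 1.13 between the 2 knockout arrays. By the study's rule, taken at the unadjusted p, the methods' t-test selected 218 probe sets that were lower and 272 that were higher on rescue, corresponding to 184 and 176 genes; among the rows that the annotation lists these were 204 and 204. With limma's p at the same limits, 293 were lower and 421 higher; without knockout replicate 1 these were 505 and 927, without rescue replicate 1 336 were lower, and without rescue replicate 2 604 were higher. With the study's false discovery rate of 0.2 the methods' t-test selected 0 (smallest adjusted p = 0.205), whereas limma selected 2251.

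Hox genes, which encode positional transcription factors, were higher on rescue as a group. Of the 36 measured, 12 rose and none fell, and 24 were higher when adjusted over the list alone (median difference 0.77, adjusted p = 4.2e-22 by camera). With an estimated correlation adjusted p = 0.26, and by fry adjusted p = 0.0083. The increase was largest in the Hoxc cluster, where 7 of 9 genes rose, including Hoxc6 (log2 difference 3.60, SE 0.13), Hoxc8 (3.60, SE 0.15) and Hoxc9 (2.34, SE 0.12). In the Hoxa cluster 4 of 10 rose, with Hoxa6 at 2.35 (SE 0.13), in the Hoxb cluster 1 of 9, and in the Hoxd cluster 0 of 8 (median 0.13). The 15 measured paralogs of the called Hoxc genes in the other clusters had a median difference of 0.85. The Hoxc6 signal went from 5.48 ± 0.11 to 9.08 ± 0.13 (SD, n = 2).

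**Figure D3:**
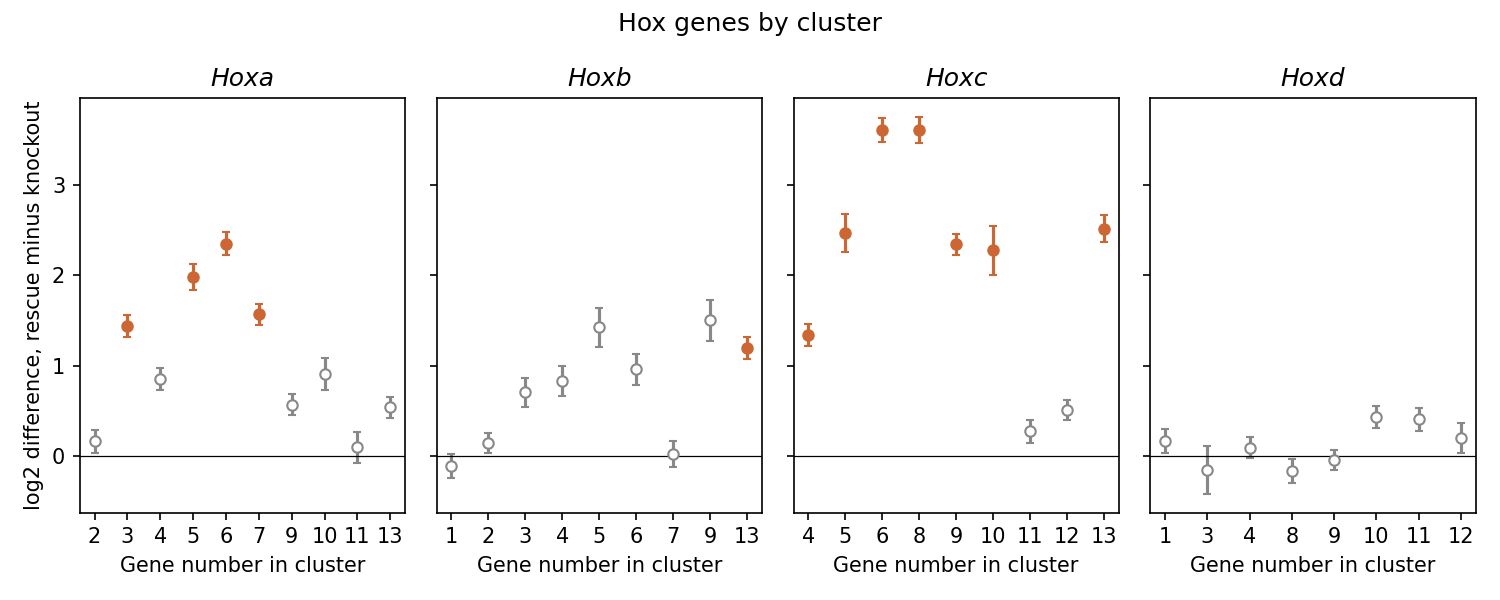
The log2 difference between Klf3 rescue and Klf3 knockout (vertical axis, with SE bars from 2 arrays per group) of each measured Hox gene by its number within the cluster (horizontal axis); filled points were called. The Hoxc genes reached 3.60, whereas the 8 Hoxd genes lay between -0.16 and 0.43.

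Targets of p53, a tumour suppressor that halts the cell cycle after DNA damage, were lower on rescue. Perp, the ectodysplasin receptor gene Eda2r (log2 difference -2.42, SE 0.16, adjusted p = 0.0141) and the RNA-binding protein gene Zmat3 (-1.27, SE 0.14, adjusted p = 0.0343) fell. Of the 22 measured targets, 3 fell and none rose, 14 were lower when adjusted over the list alone, and 21 had a negative difference (median -0.64, adjusted p = 6.6e-13 by camera). With an estimated correlation adjusted p = 0.43, and by fry adjusted p = 0.059. Of the 19 targets placed among expressed genes, 7 lay in the shifted stretches of neighbouring genes, Perp and Zmat3 among them, and the median of the 15 measured targets elsewhere was -0.51. Cell cycle genes did not pass the test: no gene of the G1/S list (median 0.10, adjusted p = 0.19 by camera) or of the G2/M list (median -0.00275, adjusted p = 0.88) passed, and the largest differences there were those of Cdc6 (0.64), Ccnd1 (-0.51), Cenpe (-0.41) and Aurkb (0.37). Among cell cycle inhibitors and senescence genes, Igfbp5 rose by 1.36 (SE 0.12), 1 gene was higher and 1 lower when adjusted over the list alone, and the list was not called (adjusted p = 0.33). The G1/S list was called higher without knockout replicate 2 (adjusted p = 0.0101).

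In the NRF2 and oxidative stress list, Slc7a11, the cystine transporter gene, fell by 1.61 on the log2 scale (SE 0.14, adjusted p = 0.0216) and was the 1 called member of 24, with 6 lower and 1 higher when adjusted over the list alone. The list was called lower (median -0.15, adjusted p = 0.0049 by camera), and with an estimated correlation adjusted p = 0.56; by fry adjusted p = 0.069. Of the 20 members placed among expressed genes, 5 lay in the shifted stretches (median -0.87), and the median of the 19 measured members elsewhere was -0.06. The call was also lost when dim probe sets were left out (adjusted p = 0.080) and without rescue replicate 2 (adjusted p = 0.058).

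Individual genes changed in other groups that did not shift as lists. In adipogenesis, the master regulator gene Pparg rose by 1.54 (SE 0.14) and the lipid synthesis gene Agpat2 fell by 1.39 (SE 0.14), with no others among 22 genes also when adjusted over the list alone. Of 26 other extracellular matrix genes, Tnc rose by 1.78 (SE 0.22), Postn rose by 1.14 (SE 0.14) and Ogn fell by 2.48 (SE 0.31), and when adjusted over the list alone 6 were higher and 2 lower. The proteases Plat and Adamts4 rose by 1.27 (SE 0.15) and 1.21 (SE 0.15) among 20 matrix proteases and inhibitors, of which 5 were higher and 3 lower when adjusted over the list alone. Il24 and Cxcl5 fell among 28 cytokines and chemokines (1 higher and 3 lower when adjusted over the list alone). Bhlhe40 and Id2 fell by 1.83 (SE 0.14) and 1.21 (SE 0.15) among 17 TGF-beta targets (1 higher and 6 lower when adjusted over the list alone). Adjusted p by camera was 0.88 for adipogenesis, 0.81 for other matrix, 0.20 for proteases, 0.88 for cytokines and 0.14 for TGF-beta targets. Cyclic loess ended the calls of Tnc, Postn, Ogn, Plat, Adamts4 and Id2, as of Cxcl5 above, with differences of 1.79 (SE 0.24), 1.11 (SE 0.16), -2.51 (SE 0.33), 1.24 (SE 0.15), 1.17 (SE 0.15) and -1.20 (SE 0.14) after it. Median centring ended that of Postn (1.07, SE 0.15, adjusted p = 0.054) and array weights that of Id2 (-1.21, SE 0.16, adjusted p = 0.053).

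No member passed the test over all rows in 10 further groups, none of which was called as a list. These were AP-1 factors (largest differences Atf3 0.49 and Maff 0.42, list adjusted p = 0.19), TEAD-YAP targets (Ccn2 0.93 and Dlc1 0.75, with a second Dlc1 probe set at -0.23, SE 0.15; adjusted p = 0.95), cholesterol synthesis and uptake (Idi1 -0.79 and Lss -0.76, with an SD of 1.54 and 0.98 between the knockout arrays, adjusted p = 0.077), collagens (Col6a3 1.14 and Col12a1 0.86, adjusted p = 0.69), contractile genes (Myl9 1.13 and Vcl -0.44, adjusted p = 0.90), interferon-stimulated genes (Trim30a 0.67 and Cxcl10 0.64, adjusted p = 0.88), hypoxia and glycolysis (Egln3 2.16 and Adm -0.91, adjusted p = 0.90), the unfolded protein response (Sdf2l1 0.52 and Dnajc3 -0.50, adjusted p = 0.90), oxidative phosphorylation (Sdhc 0.75 and Ndufa1 -0.61, adjusted p = 0.90) and ribosomal proteins (Rpl3 -0.23 and Rpl30 -0.20, adjusted p = 0.90). When adjusted over the list alone, 3 TEAD-YAP targets were higher and 1 lower, 2 collagens were lower, and 1 gene of the hypoxia list was higher and 1 lower, and none of the other groups named here had such a gene. The cholesterol list was called lower with array weights (adjusted p = 0.0431) and without knockout replicate 1 (adjusted p = 8.4e-09), whereas without knockout replicate 2 its direction turned to higher, without a call (adjusted p = 0.24).

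No list of markers of other cell types was called. Camera gave an adjusted p of 0.81 for macrophage and blood markers (largest differences Cd68 0.94 and Cd53 -0.65), 0.88 for endothelial markers (Flt1 1.03 and Cdh5 -0.58), 0.95 for epithelial markers (Sprr1a 1.64 and Krt19 -0.64), 0.90 for erythroid markers (Tfrc -0.39 and Klf1 0.36), 0.90 for neural and glial markers (Nes -0.45 and Gap43 0.33), 0.88 for skeletal muscle markers (Mustn1 2.50 and Myf6 -0.32) and 0.50 for mesothelial markers, of which Msln fell and was the 1 called member of 8, also when adjusted over the list alone. When adjusted over the list alone, 1 epithelial and 1 skeletal muscle marker were higher, and no erythroid, macrophage, endothelial or neural marker passed. Fibroblast markers were not called as a list (adjusted p = 0.88), although S100a4 fell and 4 were higher and 2 lower when adjusted over the list alone. The sex-linked genes were not called as a list (adjusted p = 0.95), and none passed over all rows or when adjusted over the list alone. The median and the mean of the differences had opposite signs in the KLF and SP family and in the CtBP, G2/M, interferon, cytokine, hypoxia, erythroid, epithelial, neural, fibroblast and sex-linked lists, none of which was called.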

Values the study reported

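The study reported that 196 transcripts were repressed and 201 upregulated when KLF3 was put back, at an analysis of variance P-value under 0.05 and a change of more than 2-fold. Of these, 65 repressed and 19 activated genes also had a KLF3 peak at the proximal promoter.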

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

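The tests of Klf3 and the other named genes among rows with 1 gene, the fits without 1 array among rows with 1 gene and the fits with unlisted rows or rows of several genes added to these were chosen after the data were seen. The count of 368 called probe sets (199 higher, 169 lower) stayed within 1.5 times with an intensity trend, a robust prior, median centring, array weights or an added 2-fold limit. It became 228 (103 higher) with cyclic loess, 539 without dim probe sets (266 lower), 1205 (587 higher, 618 lower) among rows with 1 gene, 2251 (1271 higher, 980 lower) at an adjusted p under 0.2 and 0 (0 higher, 0 lower) with the methods' t-test and Benjamini-Hochberg adjustment. With the replicate number as a replicate block it was 701 (438 higher, 263 lower). The deviations of arrays with the same number correlated by 0.13, which rests on 2 numbers and pairs nothing by design. Leaving out 1 array gave 0 to 0 calls over all rows, each way, and 186 to 2222 among rows with 1 gene; none of the 1205 probe sets turned sign in these fits. The rows that the annotation does not list scattered more (median SD 0.176 against 0.118 for rows with 1 gene), and the prior degrees of freedom of the variance were 4.95 for rows with 1 gene, 3.07 with the unlisted rows added (328 calls), 4.77 with the rows of several genes added (1261 calls) and 3.06 for all rows.

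At the study's rule, 218 probe sets lower and 272 higher became 81 and 151 with the replicate block, 421 higher with limma's p and 176 higher by genes; leaving out 1 array with limma's p gave 257 to 505 lower and 316 to 927 higher, and the highest counts came without knockout replicate 1. The other settings stayed within 1.5 times. The number of called gene lists stayed between 4 and 7 except with an estimated correlation, where it was 0 (4 at an unadjusted p under 0.05). The cholesterol list was called lower with the replicate block (adjusted p = 0.00335). The 6 called lists kept their direction in all 15 alternatives, of which rows with 1 gene leaves the lists as they are by construction. The Klf3 difference did not reach an adjusted p under 0.05 in any alternative fit (its adjusted p of 0.19 over all rows is under 0.2) and lay between 0.45 and 0.79 when 1 array was left out. Of the 92 other named genes, 54 were called, and none of these turned sign in any alternative in which it was fitted. The sign could turn only with median centring, cyclic loess or 1 array left out. The other settings leave a difference as it is, as for Klf3 (0.62). With dim probe sets left out, 78 of the 92 were fitted, among them 48 of the 54. Cyclic loess, with prior degrees of freedom of 2.57 against 3.06, ended 11 calls, median centring 1 and array weights 1. The methods' t-test with Benjamini-Hochberg adjustment ended all 54, and the calls were also lost in each fit without 1 array. Rows with 1 gene added 9 calls (Mgst3, Ccn2, Dlc1, Cdc6, Egln3, Cd53, Flt1, Sprr1a and Mustn1). Causes other than those named were not tested. Signal over background limits the dim genes, for which no detection values were used here.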

Other observations

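The tests of chromosome copies by level of expression, with chromosome 3 apart, of array scaling, of the Klf3 signal and of Hox genes without a Hoxc gene of their number, and the comparison of arrays within a group, were chosen after results had been seen, and the scan of symbol families was added after the data had been seen but before its own result.

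The 2 knockout arrays differed from each other in cholesterol synthesis. In knockout replicate 2, 19 of the 20 measured genes of the list were higher than in knockout replicate 1, 8 of them by more than 2-fold, and the median difference was 0.94 on the log2 scale. That median lay at percentile 100 of 10000 random lists of the same size matched on mean level, a description of these arrays and not a test of conditions. An extreme percentile was not particular to this list or to the knockout arrays. Between the rescue arrays, ribosomal proteins lay at percentile 100 (median 0.05). The promoter-bound repressed and activated lists lay at percentile 0 there (medians -0.14 and -0.21). Idi1, which isomerizes isopentenyl diphosphate, read 8.43 and 10.60 in knockout replicates 1 and 2, Msmo1 10.58 and 12.12, Cyp51 9.33 and 10.90, Hmgcs1 9.81 and 11.27 and the sterol carrier gene Stard4 8.18 and 9.77. In the rescue arrays the median difference of the cholesterol list was -0.06. The rescue mean was closer to knockout replicate 1 for 17 of the 20 genes, as for Idi1 (8.79 and 8.66 in the rescue arrays), and closer to knockout replicate 2 for 3: Mvk, Tm7sf2 and Hsd17b7 (10.22 and 10.23, against 9.26 and 10.20 in knockout replicates 1 and 2).

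A scan of 241 families of 10 or more measured genes that share a symbol stem found 2 families past the threshold of camera. The first, Hoxa, belongs to the Hox genes above, of which Hoxb and Hoxc, with 9 measured genes each, and Hoxd, with 8, were too small to be scanned. The other was the annexins, membrane-binding proteins regulated by calcium: all 12 measured had a negative difference, also after median centring and after cyclic loess (median difference -0.56, adjusted p = 4.2e-06). Of these, Anxa7, which is also in the study's repressed list, was the 1 called member at -1.04 (SE 0.12, adjusted p = 0.0378), and Anxa10 differed by -0.0088 (SE 0.16, adjusted p = 0.99). With an estimated correlation in camera 0 families passed (smallest adjusted p = 0.98, and 2 at an unadjusted p under 0.05), a setting in which none of the 35 fixed lists passed either, so the scan does not settle whether families move together.

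Neighbouring genes shifted together between the lines: in 830 of 9477 windows of 50 expressed genes in chromosome order the median difference went beyond 0.21, the 95th percentile of the maximum over 1000 shuffled orders, on 8 chromosomes; on chromosome 3, 397 of 503 genes were lower on rescue (median -0.29, lowest window -0.58), and a stretch of chromosome 1 was higher (window 0.55). With differences centred on the median of all placed genes, the strongest window against each knockout array alone was -0.46 and -0.62 on chromosome 3 and 0.57 and 0.49 on chromosome 1, whereas 17 windows went beyond 0.21 between the 2 knockout arrays as well (up to 0.26, on chromosome 13, and at most 0.10 between the rescue arrays), so windows as weak as the strongest on chromosomes 4 (-0.21), 13 (0.24) and X (-0.26) also occurred within a group. An effect of the authors' scaling that depends on signal level is argued against. Genes were split by level into 3 classes, and in windows called from the other 2 classes the genes of the class left out had a median, with the sign of the window, of 0.20 before and 0.21 after cyclic loess (bootstrap 95% interval 0.19 to 0.22). Cyclic loess takes no account of position, so other effects of scaling were not tested. An extra or missing copy of chromosome segments in one line needs genes of every level to shift. On chromosome 3, with 333 of the 830 windows, the dimmest, middle and brightest class left out had medians of 0.29, 0.36 and 0.25 (lowest bound 0.14), which makes it a candidate explanation there. On the other chromosomes pooled, the dimmest had a median of 0.11 (0.08 to 0.16), and over all chromosomes of 0.13 (0.09 to 0.18). These intervals include the 0.1 set as the limit, so that for the pool a copy change cannot be told apart from other causes. The pool mixes the weak windows of chromosomes 4, 13 and X with stronger ones, as on chromosomes 1, 10 and 14 (0.55, -0.34 and -0.38). None of these chromosomes was tested by itself. As the source of most calls the shifted segments are argued against, because 26.1% of the 241 placed called genes lay in them (exact 95% binomial interval 20.7% to 32.2%), against 15.4% of all placed genes. Of the 63 called genes in them, 49 followed the window's sign, so the segments are not excluded as a source of those calls. A shared regulation of neighbouring genes by KLF3, the biological difference of the design, was not tested and remains open for chromosome 3 too.

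The Klf3 signal in the knockout arrays was 65.2% of that in the rescue arrays. Rescued cells mixed into the knockout cultures are argued against as the only source of this 65.2%. Every gene then needs a knockout signal of at least a similar share of its rescue signal. For the 15 genes with the largest increase on rescue it was 11.97% in the median and 16.2% at most. These genes were chosen for their increase, so low percents were fixed by the choice. They limit the share of such cells and do not exclude a smaller one. A transcript of the targeted allele that is read by probes outside the deleted part cannot be told apart from other sources at this 65.2%, because the probe positions were not used here.

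The increase of Hox genes, found in 3 of the 4 clusters, was weighed against other cells and cross-hybridization. Neural cells in the rescue culture are argued against, since the 15 neural and glial markers had a median difference of 0.0053 and the largest positive difference among them was that of Gap43, 0.33 (SE 0.17). Hoxa3 (1.44, SE 0.12) and Hoxa7 (1.57, SE 0.12) are 2 of the 5 called genes outside Hoxc. No measured Hoxc gene has their number, so cross-hybridization with a measured Hoxc gene of the same number does not apply to them. This follows from the numbers alone and is not a test result. Cross-hybridization of these 2 genes with Hox transcripts of another number was not tested. For the other called genes, cross-hybridization with Hoxc cannot be told apart: the 15 paralogs of the 7 called Hoxc genes had a median difference of 0.85 (bootstrap 95% interval 0.43 to 1.20), which includes 0.25 of the median of the called Hoxc genes, or 0.62, and the Hoxd genes had a median of 0.13. None of the 15 Hox genes placed among expressed genes lay in a shifted window, and an effect of KLF3 and one of the choice of the clone were not tested, since 1 rescued line was measured, and remain open.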
